A study of Saccharomyces cerevisiae with 12 samples. Its data were reported in "The RNA helicase Dbp7 promotes domain V/VI compaction and stabilization of inter-domain interactions during early 60S assembly" (2021).

How the data were processed

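RiboMeth-seq measures 2′-O-methylation of ribosomal RNA (rRNA) from the ends of RNA fragments. Alkaline hydrolysis cuts the RNA backbone next to a nucleotide much less often when its ribose is methylated, so a methylated nucleotide has fewer read ends than its neighbours. The series holds 12 libraries of total RNA from budding yeast, 3 from each of 4 strains grown exponentially. The labels put them in the groups WT + EV (a wild-type strain with an empty plasmid), Δdbp7 + EV (a strain without the gene for Dbp7, with the empty plasmid), Δdbp7 + Dbp7WT (the deletion strain with a plasmid for wild-type Dbp7) and Δdbp7 + Dbp7DQGD (the deletion strain with a plasmid for Dbp7 that lacks catalytic activity). Dbp7 is an RNA helicase needed for assembly of the large ribosomal subunit. Every library was assigned to its group and replicate number from its title. The series describes the replicates as biological triplicates.

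The authors fragmented the RNA under alkaline, denaturing conditions, ligated adapters to gel-selected short fragments and sequenced them on an Ion Proton instrument. Per the submitters' processing notes, adapters were removed with cutadapt 2.0 and reads were aligned with Bowtie2 2.3.4.1. The paper's methods name the yeast transcriptome as the mapping target, and the genome build and annotation are not given in the sources used here. For each library the authors deposited counts of 5′ and 3′ read ends, and their sum, at every nucleotide of 11 RNAs: 18S, 25S and 5.8S rRNA, U1, U2, U4, U5 and U6 small nuclear RNA, and U14 and both copies of U3. These counts are not normalized. The authors also deposited a fraction methylated at each nucleotide, the RMS score (score C), which is 1 minus the end count over the weighted mean end count of the 6 nucleotides on either side, with weights from 1.0 next to the nucleotide to 0.5 at the far end, set to 0 where negative. Per the file headers this column is a percentage, but its values run from 0 to 1. Recomputing the score from the deposited counts gave the deposited fraction at every nucleotide that has one, with a largest difference of 5e-10. A deposited overview gives the authors' mean score per group at 55 methylated sites, 18 in the 18S rRNA and 37 in the 25S rRNA. It differs by more than 0.001 from the mean of the libraries in 12 of 220 site and group combinations, at 5 sites (18S C414, A420 and A541, 25S A807 and U2421). The paper's methods mention a barcode correction in a few cases without naming the sites, so whether it accounts for these differences was not settled. All results here come from the scores of single libraries. A further 24 per-sample columns, of other scores, were not used. Positions are those within each rRNA, as the files give them; the corresponding genes are named RDN18-2, RDN25-1 and RDN58-1 in the R64 assembly.

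Comparisons between groups were made on the scores of single libraries at the 55 sites with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 12 libraries, spread moderated across sites, two-sided tests and Benjamini-Hochberg adjustment over the 55 sites. A site passed at an adjusted p under 0.05. The comparison of both groups without active Dbp7 (Δdbp7 + EV and Δdbp7 + Dbp7DQGD) against both groups with it (WT + EV and Δdbp7 + Dbp7WT) was a contrast of the same fit, and an exact permutation test over the 924 splits of the 12 libraries into 6 and 6 is given beside it. Means over 10 lists of sites and ratios of read ends between RNAs were compared with two-sided exact permutation tests. The smallest p is 0.00216 with 6 libraries against 6 and 0.1 with 3 against 3, so an exact test of 3 against 3 could not pass. The lists were all 18S sites, all 25S sites, 25S sites from nucleotide 2400 to the 3′ end and those before it, the 6 sites named by the study, 25S sites without those 6, sites with a mean score under 0.9 or of at least 0.9, 25S sites of nucleotides 2800 to 3000, and 18S G1271. A scan of the 18S and 25S rRNAs compared read-end counts at every nucleotide with the quasi-likelihood test of edgeR 4.0.16, with the flanking mean as offset. It covered 5172 of 5196 nucleotides, those with a flanking mean of at least 50 in every library. Means are given with the standard deviation (SD) over libraries, and differences with the standard error (SE) of the fit.

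The sites named in each comparison followed a rule. They were the sites that passed, up to the 20 with the largest difference; where fewer than 5 passed, the 5 with the largest difference; the 6 sites the study named (25S C663, U898, C2197, U2347, A2640 and C2948); 25S C2959 and 18S G1271; 25S G2395 as a position without known methylation; and, from the scan, up to 5 nucleotides per direction with the smallest p outside the listed sites. This rule, the groups, the tests, the lists and a first set of alternative settings were all fixed before the data were examined. That set held fits on the groups compared alone, the replicate number as a block over all 12 libraries, the unmoderated unpaired test that the methods name, log2 of 1 minus the score plus 0.01, scores from 2 flanking nucleotides, edgeR and DESeq2 1.42.0 on counts, a flanking minimum of 200, medians for means, 5′ or 3′ ends alone, 50 nucleotides left out at each rRNA end, and each library left out in turn. Other settings were chosen after seeing the data: a block by pair, libraries thinned to the same depth, leaving out the 5 sites at which the overview differs, and ratios of small nuclear RNAs and of 5.8S to 25S rRNA.

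The numbers of the replicates come from the titles, and whether they pair the libraries was checked from deviations of each library from its group mean over the 55 sites. Same-numbered libraries of WT + EV and Δdbp7 + EV correlated at 0.888, 0.855 and 0.892, and those of Δdbp7 + Dbp7WT and Δdbp7 + Dbp7DQGD at 0.878, 0.839 and 0.93. Between these 2 sets, correlations of same-numbered libraries lay between -0.205 and 0.113. The numbers therefore pair libraries within each set (pairs A1 to A3 of the empty-vector groups, pairs B1 to B3 of the Dbp7-plasmid groups) and not across sets. The labels name no batch. Comparisons within a set, and of both sets together, were therefore also fitted with a block for each pair, while comparisons across the sets cannot separate the strain from the set. No pair of replicates agreed within sampling noise, so all 12 were counted.

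Libraries held from 5580519 to 23549872 read ends over the 11 RNAs. At the 55 sites the lowest flanking mean in any library was 269.2 read ends, and the counting error of a score in a single library had an SD of at most 0.0436 (median 0.00602). These counting errors treat read ends as independent, which amplified fragments without molecular identifiers are not. The site comparison was tested on simulated data of 55 sites: for Δdbp7 + EV against WT + EV it called 52.5% of sites lowered by 0.05, 73% of those lowered by 0.1 and 92% of those lowered by 0.2; for the groups without against the groups with active Dbp7 it called 63.5%, 79.5% and 95.5%. The scan was tested on simulated counts over 5172 nucleotides: for Δdbp7 + EV against WT + EV it called 99% of nucleotides changed by 1 on the log2 scale, and for the groups without against the groups with active Dbp7 it called all 100 of them. The simulated counts have no pair effect and a spread that follows the trend over all nucleotides, so these shares overstate what the scan finds at methylated sites: on the real counts the scan without a block called 0 nucleotides, although 25S A2220, A1449, C650 and G867 differed by 1.35, 1.26, 1.23 and 1.16 on the log2 scale between groups without and with active Dbp7 in the blocked fit. Calculations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Guide RNAs and known pseudouridines are background knowledge, not part of the files.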

Results

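RiboMeth-seq was carried out on total RNA from a yeast Δdbp7 complementation system of 4 groups with 3 libraries each. Libraries held 8578561 to 23549872 read ends in WT + EV, 7498768 to 8009776 in Δdbp7 + EV, 13122842 to 16854403 in Δdbp7 + Dbp7WT and 5580519 to 10361153 in Δdbp7 + Dbp7DQGD. The extent of 2′-O-methylation was read as the RMS score, on a scale from 0 to 1, at 55 sites of the 18S and 25S rRNAs. Most of these sites are modified by box C/D snoRNPs, each directed by a guide snoRNA. As a background level, 25S G2395, which carries no known methylation, scored 0.0723 ± 0.123 (SD, n = 3) in WT + EV, 0.0962 ± 0.128 in Δdbp7 + EV, 0.161 ± 0.0711 in Δdbp7 + Dbp7WT and 0.129 ± 0.0707 in Δdbp7 + Dbp7DQGD.

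To ask which modifications depend on Dbp7, Δdbp7 + EV was compared with WT + EV. Methylation of 25S U898, guided by snR40, fell by 0.119 (SE 0.0177, adjusted p = 0.00409), from 0.831 ± 0.0284 (SD, n = 3) to 0.711 ± 0.0143. Scores were also lower at 25S A2640, an snR68 target (-0.0767, SE 0.0196, adjusted p = 0.038), at G867, an snR50 target (-0.0657, SE 0.0122, adjusted p = 0.011), and at A1449, a U24 target (-0.0357, SE 0.00801, adjusted p = 0.0272). In the opposite direction, 18S A436, guided by snR87, rose from 0.853 ± 0.00695 to 0.957 ± 0.00819, by 0.104 (SE 0.0267, adjusted p = 0.038). At each of these 5 sites the direction was the same in 3 of 3 same-numbered pairs, although the sites were picked as different in these same libraries. Of the 6 sites named by the study, U898 and A2640 passed, while C663 (-0.0973, adjusted p = 0.119), C2197 (-0.0759, adjusted p = 0.411), U2347 (-0.219, adjusted p = 0.0592) and C2948 (0.147, adjusted p = 0.0938) did not. At C2197 and C2948 all 3 Δdbp7 + EV libraries lay apart from all 3 of WT + EV (0.841 to 0.88 against 0.923 to 0.951, and 0.807 to 0.879 against 0.687 to 0.7235). The fit takes the spread of a site from all 4 groups. At these sites it includes the wider ranges of Δdbp7 + Dbp7WT (0.789 to 0.935 and 0.743 to 0.876) and Δdbp7 + Dbp7DQGD (0.736 to 0.863 and 0.667 to 0.853), groups outside this comparison. The differences at 25S C2959 (0.00409) and 18S G1271, the second target of snR40 (-0.00221), had adjusted p = 0.987.

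In this comparison limma called 5 of 55 sites, 4 lower and 1 higher, and 12 sites had an unadjusted p under 0.05; edgeR on the end counts called 6. With a block for each pair 17 sites passed, 14 lower and 3 higher, among them the 5 above and all 6 sites named by the study, with C2948 higher and the other 5 lower. Adjusted over the list alone, 5 of those 6 sites passed without the block, and as the study chose them on these libraries this is not independent evidence. Leaving out WT + EV replicate 1, Δdbp7 + EV replicate 1 or Δdbp7 + EV replicate 3 left 2 sites, and leaving out WT + EV replicate 2 left 1, U898, which passed whichever of the 6 libraries was left out. G867 missed the threshold only without WT + EV replicate 2 (adjusted p = 0.0579), A2640 passed only without WT + EV replicate 3 (otherwise adjusted p from 0.0759 to 0.145), A1449 only without WT + EV replicate 3 or Δdbp7 + EV replicate 2 (otherwise 0.0674 to 0.129), and A436 in none of the 6 fits (0.0877 to 0.137). U2347 and C663 passed without Δdbp7 + EV replicate 2 (adjusted p = 0.0163 for both), which left 6 sites, and U2347 also without WT + EV replicate 3 (adjusted p = 0.0469), which left 5.

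**Figure D1:**
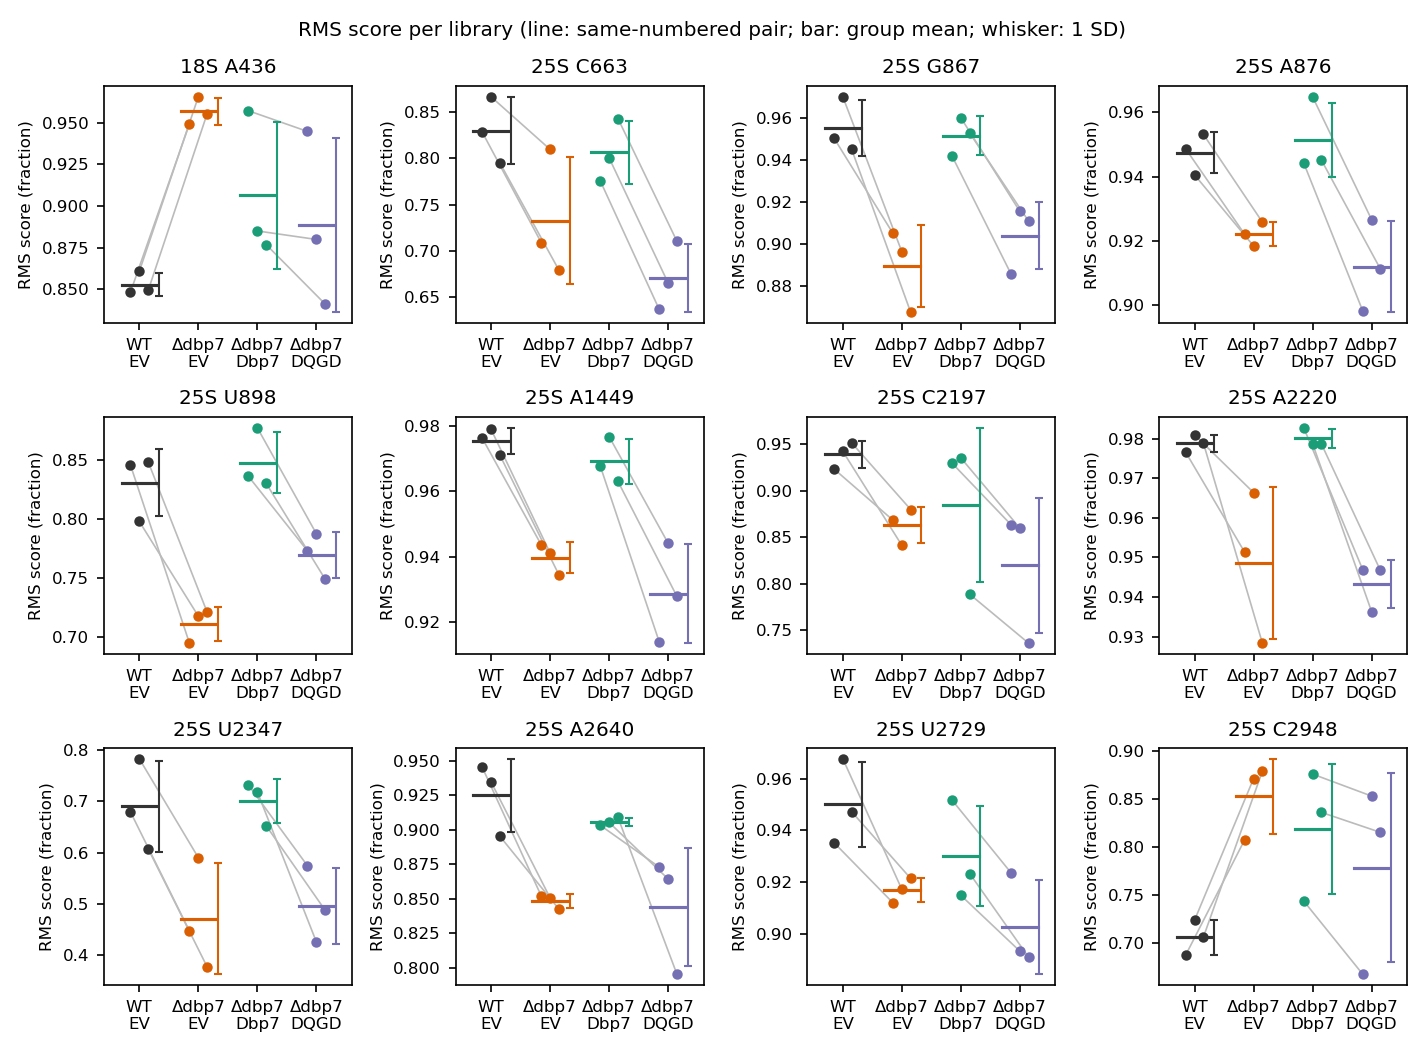
RMS score (0 to 1, vertical axis) of single libraries in the 4 groups (horizontal axis) at named sites; points are libraries, grey lines join same-numbered pairs, bars are group means and whiskers 1 SD. U898 lay at 0.711 ± 0.0143 in Δdbp7 + EV and at 0.831 ± 0.0284 in WT + EV.

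Whether the catalytic activity of Dbp7 is needed was asked by comparing Δdbp7 + Dbp7DQGD with WT + EV. The score of C663, guided by snR58, fell by 0.159 (SE 0.0353, adjusted p = 0.0266), from 0.83 ± 0.0358 (SD, n = 3) to 0.671 ± 0.0372. C650, a U18 target (-0.0925, SE 0.0251, adjusted p = 0.0333), A2640 (-0.0809, SE 0.0196, adjusted p = 0.0266) and U898 (-0.0607, SE 0.0177, adjusted p = 0.0441) were lower as well. Smaller decreases at sites methylated to over 0.9 in WT + EV were found at G867 (-0.0513, adjusted p = 0.0266), U2729, an snR51 target (-0.0473, adjusted p = 0.0333), A1449 (-0.0468, adjusted p = 0.0123), A2220, an snR47 target (-0.0355, adjusted p = 0.0266), and A876, an snR72 target (-0.0354, adjusted p = 0.0266). At all 9 sites each of the 3 Δdbp7 + Dbp7DQGD libraries lay below each of the 3 WT + EV libraries, although these sites were picked as lower, and chance separates 3 libraries from 3, in either direction, at 10% of sites. C2197 (-0.119, adjusted p = 0.0902), U2347 (-0.194, adjusted p = 0.061), C2948 (0.0727, adjusted p = 0.455), C2959 (-0.0139, adjusted p = 0.84) and G1271 (0.0101, adjusted p = 0.802) did not pass.

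Limma thus called 9 of 55 sites, all in the 25S rRNA and all lower, with 13 at an unadjusted p under 0.05, and edgeR called 6. Of the 6 sites named by the study 3 passed, and 5 when adjusted over the list alone. The count was 0, 2 and 4 without WT + EV replicate 1, 2 and 3 and 3, 5 and 3 without Δdbp7 + Dbp7DQGD replicate 1, 2 and 3, and a fit on these 6 libraries alone called 0. These groups belong to different sets of paired libraries, so strain and set could not be separated.

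Rescue by wild-type Dbp7 was examined by comparing Δdbp7 + Dbp7WT with WT + EV, a comparison that crosses the sets of paired libraries and cannot separate strain from set. Scores at 4 of the study sites differed from those of WT + EV by less than 1 SE, with differences of 0.0172 (SE 0.0177) at U898, -0.0193 (SE 0.0196) at A2640, -0.0235 (SE 0.0353) at C663 and 0.0109 (SE 0.0625) at U2347. The difference at C2197 was -0.0544, at C2959 -0.0351 and at G1271 0.0172. In the scores of single libraries the 5 largest differences were at 18S G1572, guided by snR57 (0.153), 25S U2421 (0.13), C2948 (0.113), A807 (-0.109) and 18S C414, a U14 target (0.0976), and none of these passed (adjusted p from 0.774 to 0.998 over all named sites). Limma called 0 of 55 sites, with 2 at an unadjusted p under 0.05, and edgeR called 0 with 3. Adjusted over the list alone, 0 of the 6 sites passed. U2421, A807 and C414 are among the 5 sites at which the authors' overview gives other group means than the single libraries, and by the overview all 3 differences have the opposite sign (-0.0434, 0.0253 and -0.045), so neither their direction nor their rank is settled.

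Within the deletion strain, Δdbp7 + EV was compared with Δdbp7 + Dbp7WT. As they come from different sets of paired libraries, the effect of the plasmid could not be separated from the set. U898 was lower without Dbp7, 0.711 ± 0.0143 against 0.848 ± 0.0256 (SD, n = 3), a difference of -0.136 (SE 0.0177, adjusted p = 0.0014), and so was G867, 0.89 ± 0.0197 against 0.952 ± 0.00915, with -0.0621 (SE 0.0122, adjusted p = 0.0165). At both sites, which were picked as lower, all 3 Δdbp7 + EV libraries lay below all 3 of Δdbp7 + Dbp7WT. Large differences that did not pass were found at 18S G1572 (-0.231), U2347 (-0.229, adjusted p = 0.0657), U2421 (-0.194; -0.0221 by the authors' overview) and 18S C414 (-0.11; 0.0225 by the overview, the opposite sign), and those at C663 (-0.0738), A2640 (-0.0575, adjusted p = 0.129), C2959 (0.0392), C2948 (0.0341), C2197 (-0.0215) and G1271 (-0.0194) did not pass either. Limma called 2 of 55 sites, with 9 at an unadjusted p under 0.05, and edgeR called 5. Adjusted over the list alone, 3 of the 6 study sites passed, against 1 over all sites. Without Δdbp7 + EV replicate 3, Δdbp7 + Dbp7WT replicate 2 or Δdbp7 + Dbp7WT replicate 3 only U898 passed (G867 at adjusted p from 0.0586 to 0.0868), and without Δdbp7 + EV replicate 2 the count was 5, with U2347 and C663 among them.

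The role of catalysis at equal plasmid background was tested between Δdbp7 + Dbp7DQGD and Δdbp7 + Dbp7WT. C663 fell by 0.136 (SE 0.0353, adjusted p = 0.0341), from 0.807 ± 0.0341 (SD, n = 3) to 0.671 ± 0.0372, and U898 fell by 0.0778 (SE 0.0177, adjusted p = 0.0296), from 0.848 ± 0.0256 to 0.77 ± 0.0194. G867 (-0.0477, adjusted p = 0.0341), A1449 (-0.0405, adjusted p = 0.0296), A876 (-0.0394, adjusted p = 0.0296) and A2220 (-0.0368, adjusted p = 0.032) were also lower. The decrease was seen in 3 of 3 pairs at all 6 sites, although these were picked as lower in the same libraries. U2347 (-0.205, adjusted p = 0.0722), A2640 (-0.0617, adjusted p = 0.0793), C2197 (-0.0648, adjusted p = 0.506), C2948 (-0.04, adjusted p = 0.907), C2959 (0.0212) and G1271 (-0.00712) did not pass. Limma called 6 of 55 sites, all lower, with 11 at an unadjusted p under 0.05, and edgeR called 2. With a block for each pair 16 sites passed, all lower, including U2347, A2640 and C2197. Of the study sites 2 passed, 4 when adjusted over the list alone. The count without a block was 0 without Δdbp7 + Dbp7WT replicate 1 or 2 or Δdbp7 + Dbp7DQGD replicate 1 or 3, 3 without either of the other two libraries, and 0 in a fit on these 6 libraries alone.

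The empty-vector and plasmid pairs share no library, so both effects can be set side by side. Of the sites called with the pair block, 13 were called in both, and these were U898, C663, U2347, C2197, A2640, G867, A876, A1449, C1437, A2220, U2729, C650 and 18S C1007. Independent lists of 17 and 16 of 55 would share 4.95. Both effects, however, take the spread of a site from 1 fit over all 12 libraries. A site with a small spread is thus more easily called in both, so 4.95 is not the number that chance would give. Across the 55 sites, which are not independent replicates, the differences correlated with Pearson's r of 0.741 and Spearman's rho of 0.743, and 44 sites had the same sign in both. Deletion and inactive protein were also compared with each other, a comparison that crosses the sets. In the scores of single libraries the 5 largest differences of Δdbp7 + Dbp7DQGD from Δdbp7 + EV were at G1572 (0.158), U2421 (0.157), C414 (0.0959), A807 (-0.0828) and 18S A420, an snR52 target (-0.0775); by the authors' overview those at U2421 (-0.0147), C414 (-0.0365) and A807 (0.00109) have the opposite sign and that at A420 is -0.0135, so this ranking is not settled. The difference was 0.0586 (SE 0.0177, adjusted p = 0.481) at U898. C663 differed by -0.0619, C2948 by -0.0741, C2197 by -0.0433, U2347 by 0.0245, C2959 by -0.018, G1271 by 0.0123 and A2640 by -0.0042. Limma called 0 of 55 sites, with 2 at an unadjusted p under 0.05, as did edgeR, and adjusted over the list alone 0 of the 6 study sites passed.

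**Figure D2:**
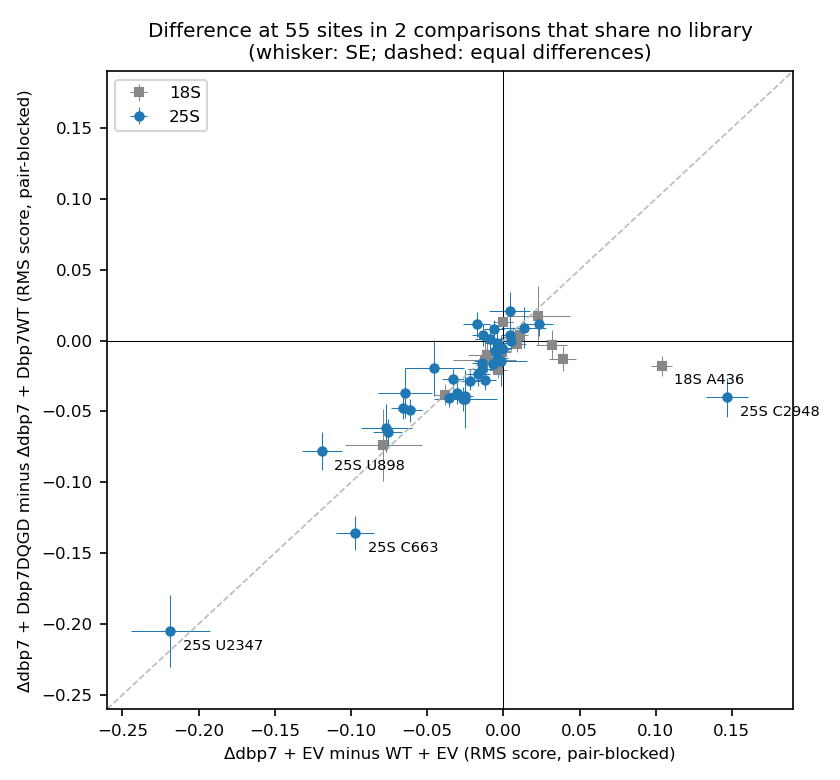
Difference in RMS score of Δdbp7 + EV from WT + EV (horizontal axis) against that of Δdbp7 + Dbp7DQGD from Δdbp7 + Dbp7WT (vertical axis), 1 point per site, for 55 sites. Both axes are in units of the score with whiskers of 1 SE from the fit with a block for each pair, the dashed line marks equal differences, and r was 0.741, with 18S A436 and 25S C2948 lying apart from the rest.

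Pooling both groups without active Dbp7 against both with it asked which sites differ with the presence of an active helicase, in 6 libraries against 6. The paper reports slower growth of both strains without active Dbp7 and rescue by plasmid-borne wild-type Dbp7. Growth therefore divides the libraries as these groups do and could not be separated from helicase activity. U2347, guided by snR65, lost the most: its score fell by 0.212 (SE 0.0442, adjusted p = 0.00716) from 0.695 ± 0.0622 to 0.484 ± 0.0844 (SD, n = 6). C663 fell by 0.117 (SE 0.0249, adjusted p = 0.00745) from 0.818 ± 0.0338, U898 fell by 0.0985 (SE 0.0125, adjusted p = 0.00118) from 0.839 ± 0.0259, and A2640 fell by 0.0692 (SE 0.0139, adjusted p = 0.00639) from 0.916 ± 0.0198. At sites close to full methylation the decreases were smaller: 0.953 ± 0.0104 against 0.897 ± 0.0179 at G867 (adjusted p = 0.00166), 0.972 ± 0.00613 against 0.934 ± 0.0117 at A1449 (adjusted p = 0.00166), 0.98 ± 0.00212 against 0.946 ± 0.0131 at A2220 (adjusted p = 0.00516), 0.949 ± 0.00868 against 0.917 ± 0.0108 at A876 (adjusted p = 0.00516) and 0.94 ± 0.0194 against 0.91 ± 0.0142 at U2729 (adjusted p = 0.0494). All 9 sites were lower in 6 of 6 pairs, although they were picked as lower in these same libraries. C2197, guided by snR76, was also lower in 6 of 6 pairs without passing (-0.0704, adjusted p = 0.174), while C2948 (0.0534, adjusted p = 0.347), C2959 (0.0126) and G1271 (-0.00467, both adjusted p = 0.869) did not pass.

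Limma called 9 of 55 sites here, with 15 at an unadjusted p under 0.05, and edgeR called 9. The exact permutation test gave an adjusted p of 0.017 at 7 of the 9, 0.0595 at C663 and 0.106 at U2729. With a block for each pair 21 sites passed, 19 lower and 2 higher; C2197 was then among those lower, and A436 and C2948, each higher in 3 of 6 pairs, were those higher. Of the study sites 4 passed, the same number adjusted over the list alone. The 8 sites other than U2729 passed without any 1 of the 12 libraries, whereas U2729 did not pass (adjusted p from 0.066 to 0.124) without WT + EV replicate 2 or 3, Δdbp7 + EV replicate 1, 2 or 3, Δdbp7 + Dbp7WT replicate 1 or 3, or Δdbp7 + Dbp7DQGD replicate 2 or 3. C2197 passed without Δdbp7 + Dbp7WT replicate 3.

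By subunit, methylation of the 37 sites in the 25S rRNA had a mean of 0.923 ± 0.0117 (SD, n = 6) with active Dbp7 and 0.896 ± 0.00899 without it, a difference of -0.0274 (exact p = 0.00216, adjusted p = 0.00722, lower in 6 of 6 pairs), and 30 of the 37 were lower. The mean of the 18 sites in the 18S rRNA differed by -0.00313 (exact p = 0.775, adjusted p = 0.775, lower in 4 of 6 pairs), with 0 called by limma and, with the pair block, 2 lower and 1 higher. Its sign turned with medians over sites (0.00108) and without WT + EV replicate 2, Δdbp7 + EV replicate 1, Δdbp7 + Dbp7WT replicate 1 or 2 or Δdbp7 + Dbp7DQGD replicate 3 (0.000322 to 0.00213). Within the 25S rRNA the 23 sites before nucleotide 2400 fell by 0.0401 (exact p = 0.00216, adjusted p = 0.00722, 6 of 6 pairs), with 22 lower and 7 called, while the 14 sites from there to the 3′ end differed by -0.00645 (exact p = 0.496, adjusted p = 0.62, 4 of 6 pairs), with 2 called; whether these parts differed from each other was not tested. The 6 study sites, chosen on these libraries and therefore not independent evidence, differed by -0.0855 (exact p = 0.00216, adjusted p = 0.00722, 6 of 6 pairs). The other 31 sites of the 25S rRNA fell by 0.0161 (exact p = 0.0152, adjusted p = 0.0379, 6 of 6 pairs), and 5 of them were called; without WT + EV replicate 2, Δdbp7 + EV replicate 1 or 3, Δdbp7 + Dbp7WT replicate 1 or 2 or Δdbp7 + Dbp7DQGD replicate 1 or 3 this list did not pass (-0.0165 to -0.0131). Sign flips within the 6 pairs gave the smallest p possible, 0.0312, for each of the 4 lists that passed, which is 0.0521 adjusted. Sites with a mean score under 0.9 (15 sites, -0.0453, exact p = 0.0433, adjusted p = 0.0722, 4 called) and of at least 0.9 (40 sites, -0.00974, exact p = 0.0303, adjusted p = 0.0606, 5 called) were lower in 6 of 6 pairs without passing; the former passed without WT + EV replicate 3 (-0.0555) and the latter without WT + EV replicate 1 (-0.0113) or Δdbp7 + EV replicate 2 (-0.0117). The 6 sites of nucleotides 2800 to 3000, around the peptidyl transferase centre, differed by 0.0109 (exact p = 0.413, adjusted p = 0.591, 3 of 6 pairs lower, 0 called by limma and 1 higher with the pair block), and 18S G1271 by -0.00467 (exact p = 0.738, adjusted p = 0.775), a sign that turned without WT + EV replicate 2, Δdbp7 + EV replicate 1 or Δdbp7 + Dbp7WT replicate 1 (0.000565 to 0.00192).

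**Figure D3:**
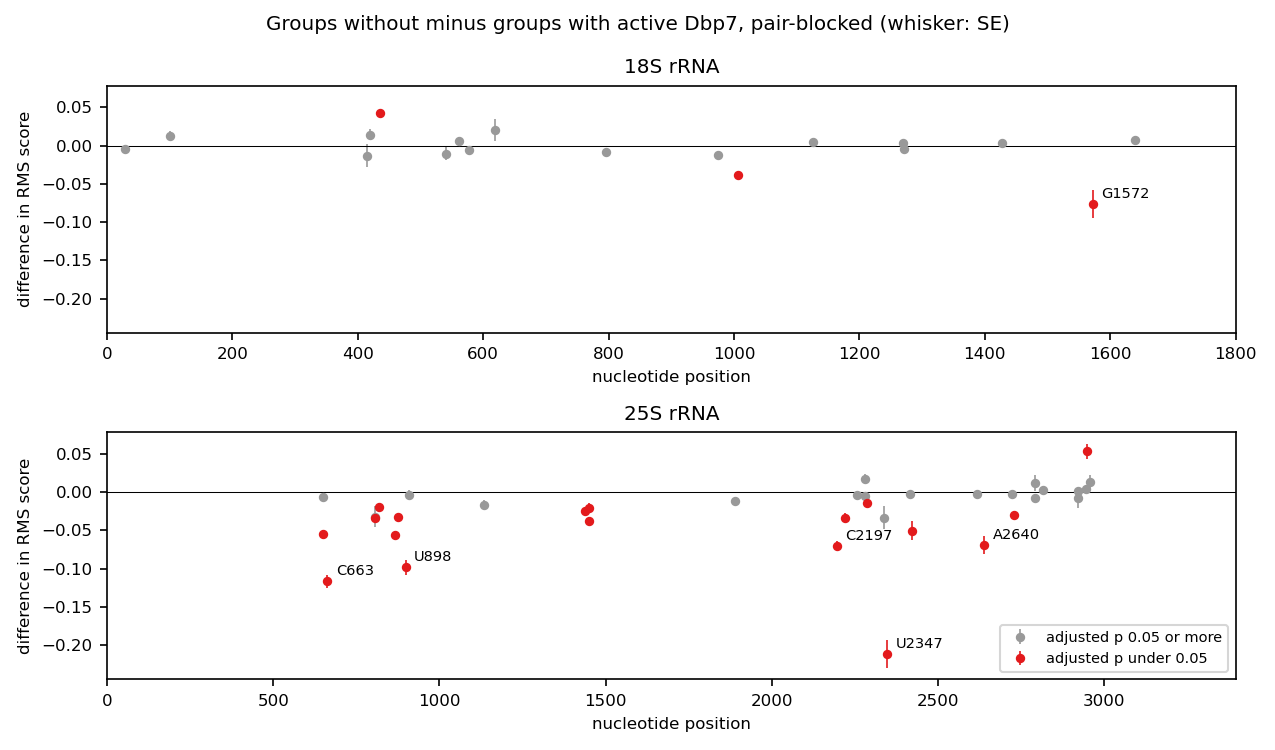
Difference in RMS score between groups without and with active Dbp7 (vertical axis) by nucleotide position in the 18S and 25S rRNAs (horizontal axis), 1 point per site with a whisker of 1 SE, from the fit with a block for each pair. Red points are the 21 sites with an adjusted p under 0.05 in that fit, 19 lower and 2 higher, and U2347 lay lowest at -0.212.

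The read ends also gave ratios between the rRNAs. The ratio of 25S to 18S read ends was 2.07 ± 0.0735 (SD, n = 3) in WT + EV and 2.15 ± 0.0538 in Δdbp7 + Dbp7WT, against 1.45 ± 0.0996 in Δdbp7 + EV and 1.43 ± 0.0742 in Δdbp7 + Dbp7DQGD. Without active Dbp7 it fell by 0.55 on the log2 scale, to 0.682-fold (exact p = 0.00216, adjusted p = 0.00241, lower in 6 of 6 pairs). The ratio of 5.8S to 18S read ends, 0.326 ± 0.075 in WT + EV and 0.254 ± 0.0457 in Δdbp7 + Dbp7WT, was 0.595 ± 0.115 in Δdbp7 + EV and 0.385 ± 0.039 in Δdbp7 + Dbp7DQGD, and rose 1.67-fold (exact p = 0.00649, adjusted p = 0.00649, higher in 6 of 6 pairs). The ratio of 5.8S to 25S read ends, RNAs of the same subunit, rose 2.45-fold (exact p = 0.00216, adjusted p = 0.00241, higher in 6 of 6 pairs). For 3 libraries against 3 the smallest exact p is 0.1, and the 25S to 18S ratio reached it for Δdbp7 + EV (0.701-fold of WT + EV) and for Δdbp7 + Dbp7DQGD (0.664-fold of Δdbp7 + Dbp7WT), but not for Δdbp7 + Dbp7WT against WT + EV (1.04-fold, exact p = 0.2). These were 3 of 10 ratios tested. RNAs of unequal length need not be recovered equally in the libraries, nor to the same extent in every group, so these are ratios of read ends and a change in them is not shown to be a change in the amounts of the rRNAs.

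**Figure D4:**
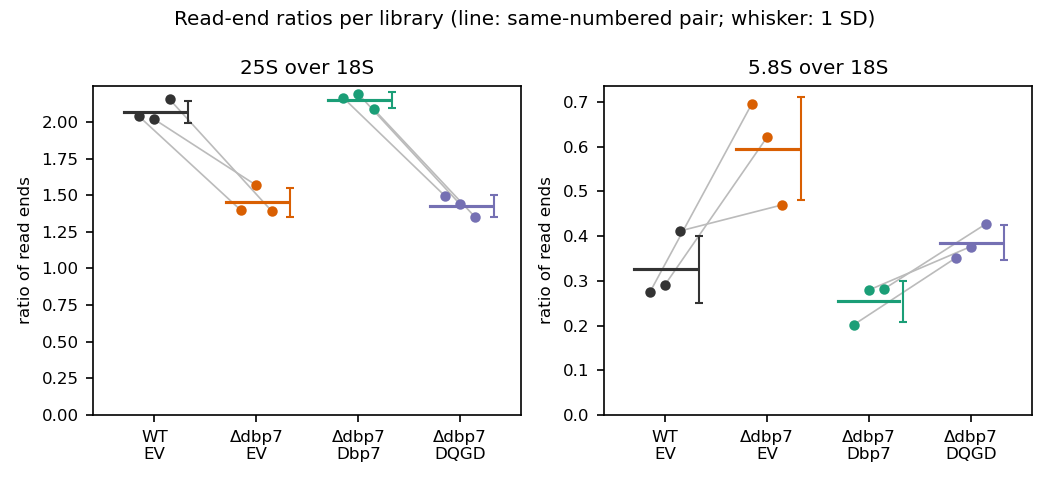
Ratio of 25S (left) and 5.8S (right) to 18S read ends (vertical axes, from 0) in the 4 groups (horizontal axes); points are libraries, grey lines join same-numbered pairs, bars are group means and whiskers 1 SD. The 25S ratio lay at 2.07 in WT + EV and at 1.45 in Δdbp7 + EV.

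Whether protection from cleavage changed outside the known sites was asked in a scan of all 18S and 25S nucleotides. Between groups without and with active Dbp7 the nucleotides with the smallest p among those with more read ends, relative to flanking nucleotides and outside the listed sites, were 25S A2721, with a difference of 0.4 on the log2 scale (SE 0.0853, adjusted p = 0.353), U1056, a pseudouridine guided by snR44, with 0.37 (SE 0.0917, adjusted p = 0.651), G1655 with 0.46 (SE 0.12, adjusted p = 0.726), G24 with 0.59 and C2857 with 0.37. Among those with fewer read ends they were 18S G1267 (-0.27), A1147 (-0.23), 25S G584 (-0.23), U19 (-0.36) and G1968 (-0.25). EdgeR called 0 of 5172 nucleotides, with 85 at an unadjusted p under 0.05, while limma called 4 and DESeq2 6. With a block for each pair edgeR called 14, of which 13 were higher and 1 lower; 10 were listed methylation sites, and the others were A2721 (0.4), U1056 (0.37), G1655 (0.48) and 18S U106 (0.32), the other pseudouridine guided by snR44, all higher without active Dbp7. The blocked count was 2, 109 and 18 without pair A1, A2 and A3 and 0 without pair B1, B2 or B3. Read ends at 25S G2395 differed by 0.04 on the log2 scale (adjusted p = 1).

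In the scan of Δdbp7 + EV against WT + EV, edgeR called 0 nucleotides (67 at an unadjusted p under 0.05), limma 0 and DESeq2 1, and 3 with the pair block, all listed sites (18S A436, 25S G867 and C2948). Outside the listed sites the smallest p among nucleotides with more read ends belonged to A2721 (0.46) and G1655 (0.52), and among those with fewer to U19 (-0.56). For Δdbp7 + Dbp7DQGD against WT + EV edgeR called 0 (315 at an unadjusted p under 0.05), limma 2 and DESeq2 3, and the smallest p outside the listed sites belonged to 25S G2007 with -0.92 (adjusted p = 0.502) and, among nucleotides with more read ends, 25S C3093 with 0.47 (adjusted p = 0.736). For Δdbp7 + Dbp7DQGD against Δdbp7 + Dbp7WT the fit with the pair block called 0, with 278 at an unadjusted p under 0.05.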

Values the study reported

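The study reported the following two-tailed p-values of an unpaired test for single 25S rRNA sites. For U898 they were 0.00289 for Δdbp7 + EV against WT + EV and 0.037832 for Δdbp7 + Dbp7DQGD against WT + EV. For C663 they were 0.09432 and 0.005907, for C2197 0.005727 and 0.049087, and for A2640 0.007783 and 0.048903, in the same order. For U2347 a value of 0.043687 was given for Δdbp7 + Dbp7DQGD against WT + EV, and for C2948 a value of 0.004162 for Δdbp7 + EV against WT + EV. In the same libraries the study reported fewer reads of both rRNAs without Dbp7 or its activity, by the same kind of test. The p-values were 0.005626 for 18S and 0.000275 for 25S rRNA in Δdbp7 + EV against WT + EV. They were 0.020001 and 0.000685 in Δdbp7 + Dbp7DQGD against WT + EV.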

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

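In this part the tests of a property of WT + EV, of a lower rRNA share alone and of recovery by RNA length alone were chosen only after the results were seen, as were the block for each pair, the ratios of small nuclear RNAs and the correlation over pairs.

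Methylation at 25S C2948, guided by snR69, and at 18S A436, guided by snR87, stood out because the effect differed between the empty-vector and the plasmid pairs in a test of that difference. Without Dbp7 the score of C2948 was higher by 0.12, 0.147 and 0.173 in the 3 empty-vector pairs, whereas with inactive Dbp7 it differed by -0.0762, -0.0229 and -0.0208 in the 3 plasmid pairs, a difference between the effects of 0.187 (limma with a block for each pair, adjusted p = 0.00123). At A436 the values were 0.101, 0.105 and 0.106 against -0.0124, -0.0051 and -0.0357, a difference of 0.122 (adjusted p = 0.000528). Both sites passed whichever of the 6 pairs was left out.

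A constant shift between the sets cancels within pairs and was not tested. Bias of single libraries stays open, because the sites were picked by a test that favours pairs that agree. A property of the WT + EV strain or cultures other than Dbp7 cannot be told apart from an effect of Dbp7, because WT + EV is the only group with the chromosomal gene, and Δdbp7 + Dbp7WT lay 0.113 above it at C2948 and 0.0535 at A436 (both adjusted p = 0.774). An effect of missing Dbp7 protein that inactive Dbp7 prevents may also underlie the pattern; Δdbp7 + Dbp7DQGD differed from Δdbp7 + EV by -0.0741 at C2948, a comparison that did not pass and crosses the sets.

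Read ends of the spliceosomal small nuclear RNAs, which lie outside the main measurement, were higher relative to 18S rRNA without active Dbp7. The rise was 2.57-fold for U1, 2.61-fold for U2, 6.38-fold for U4, 6.31-fold for U5 and 5.59-fold for U6, each with exact p = 0.00216 (adjusted p = 0.00241) and in 6 of 6 pairs. The 5.8S rRNA rose 1.67-fold over 18S rRNA.

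A lower rRNA share alone would raise the 5 small nuclear RNAs alike, but the ratio of U4, U5 and U6 to U1 and U2 rose 2.31-fold in 6 of 6 pairs. Recovery by RNA length alone would raise U4 and the 5.8S rRNA alike, with 160 and 158 nucleotides, but U4 rose 3.81-fold over 5.8S rRNA in 6 of 6 pairs. Recovery by RNA length on top of a lower rRNA share may account for both, and within groups the ratio of 5.8S to 25S rRNA and that of U4, U5 and U6 to U1 and U2 moved together over 12 libraries (r = 0.846, exact permutation p = 0.00694; rho = 0.818, exact permutation p = 0.0139; r = 0.739 without the 2 libraries farthest from the median). Paired libraries deviate together and are not independent, and over the means of the 6 pairs r was 0.881 (exact permutation p = 0.0556), rho 0.829 (exact permutation p = 0.139) and r 0.803 without the 2 farthest pairs, so this explanation stays open. A change in the levels of the small nuclear RNAs themselves without Dbp7 activity stays open as well and was not tested.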

How the results depend on the processing

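In this part the block for each pair, the thinned libraries, the fits without the 5 sites at which the overview differs, the settings for the ratio of 5.8S to 25S and the difference between the paired comparisons were tests chosen only after the results were seen. Where a value below changed, the cause was not tested unless it is named. The score recomputed from counts and a flanking minimum of 200 left every site value as it was and therefore test nothing. Of the values at single sites and nucleotides under settings fixed in advance, 1344 kept their direction and side of the threshold, 33 gained and 149 lost a call and 34 changed sign. The 1344 include the site values under the recomputed score and the flanking minimum of 200, which could not differ. Under the settings added later these numbers were 272, 14, 7 and 1. The ratio of 25S to 18S read ends kept its call under every setting run (-0.58 to -0.53 on the log2 scale with each library left out), and so did those of 5.8S to 18S (0.63 to 0.85) and 5.8S to 25S (1.18 to 1.40). Some calls near the threshold were lost when every library was drawn down once, at random, to 4703936 read ends of 18S and 25S rRNA. For Δdbp7 + Dbp7DQGD against Δdbp7 + Dbp7WT this left 2 of 6 sites. There C663 (-0.136 before, -0.145 after), G867 (-0.0477, -0.0457), A876 (-0.0394, -0.0387) and A2220 (-0.0368, -0.032) no longer passed (adjusted p from 0.0539 to 0.0826). The draw left 7 of 9 sites for Δdbp7 + Dbp7DQGD against WT + EV and 8 of 9 for groups without against groups with active Dbp7. As it was a single draw, depth is not shown to limit these calls.

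Counts of called sites changed as follows. For Δdbp7 + EV against WT + EV (5) the count was 9 in a fit of these groups alone, 10 with 2 flanking nucleotides, 12 with the unmoderated test of the methods unadjusted and 17 with a replicate block by pair. For Δdbp7 + Dbp7DQGD against WT + EV (9) it was 0 in a fit of these groups alone and 1 with the unmoderated test adjusted. The unmoderated test unadjusted gave 2 for Δdbp7 + Dbp7WT against WT + EV (0), 2 for Δdbp7 + Dbp7DQGD against Δdbp7 + EV (0), 10 for Δdbp7 + EV against Δdbp7 + Dbp7WT (2), 10 for Δdbp7 + Dbp7DQGD against Δdbp7 + Dbp7WT (6) and 14 for groups without against groups with active Dbp7 (9); it is not adjusted for 55 sites. For Δdbp7 + EV against Δdbp7 + Dbp7WT the log2 scale gave 5, edgeR on counts 5 and 2 flanking nucleotides 4. For Δdbp7 + Dbp7DQGD against Δdbp7 + Dbp7WT these groups alone gave 0, the replicate number as a block over all 12 libraries 10, the unmoderated test adjusted 1, the log2 scale 2, edgeR on counts 2 and the replicate block by pair 16. The replicate block by pair gave 21 for groups without against groups with active Dbp7, and the blocks changed no other count of sites by more than 1.5 times.

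In the scan the counts, 0 without a block, were 1 with DESeq2 and 3 with the replicate block by pair for Δdbp7 + EV against WT + EV, 2 with limma and 3 with DESeq2 for Δdbp7 + Dbp7DQGD against WT + EV, and 4 with limma, 6 with DESeq2, 2 with the replicate number as a block and 14 with the replicate block by pair for groups without against groups with active Dbp7. Of the list means, that of the 18S sites turned to 0.00108 with medians. Sign flips within pairs ended the calls of all 25S sites (-0.0273), 25S sites before nucleotide 2400 (-0.0401), the 6 study sites (-0.0855) and the other 25S sites (-0.0161). Each of these lists was lower in 6 of 6 pairs and had the smallest p that 6 pairs allow, 0.0312 unadjusted and 0.0521 adjusted. The lost calls thus reflect the number of pairs and not disagreement between them. Sites with a mean score under 0.9 passed without the 5 sites at which the overview differs (-0.0543), and sites of at least 0.9 passed without them (-0.00972), with 2 flanking nucleotides (-0.0111) and with medians (-0.0137). At A2640 the difference of Δdbp7 + Dbp7DQGD from Δdbp7 + EV turned to 0.00675 in thinned libraries.

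Leaving out each library gave 1 to 6 sites for Δdbp7 + EV and 0 to 5 for Δdbp7 + Dbp7DQGD against WT + EV, and 1 to 5 for Δdbp7 + EV and 0 to 3 for Δdbp7 + Dbp7DQGD against Δdbp7 + Dbp7WT. Leaving out each pair gave 8 (without B3) to 11 sites for the latter with the replicate block by pair, 2 to 5 (without A2) sites for the difference between the paired comparisons, and in the blocked scan 1 (without A3) to 10 (without A2) nucleotides for Δdbp7 + EV against WT + EV, 0 to 109 for groups without against groups with active Dbp7 and 0 to 2 for the difference. List means ranged from -0.00867 to 0.00213 for 18S sites, -0.0182 to -0.0131 for 25S sites without the 6, -0.0555 to -0.0371 for sites under 0.9, -0.0117 to -0.00757 for sites of at least 0.9 and -0.0111 to 0.00192 for G1271. Single sites whose sign changed with a library were not called in these comparisons. For C2959 the range was -0.0266 to 0.037 in Δdbp7 + EV, -0.0445 to 0.0129 in Δdbp7 + Dbp7DQGD and -0.0657 to 0.0128 in Δdbp7 + Dbp7WT against WT + EV, -0.0113 to 0.0291 in groups without against groups with active Dbp7, -0.0509 to 0.00886 in Δdbp7 + Dbp7DQGD against Δdbp7 + EV, and -0.00866 to 0.0721 in Δdbp7 + EV and -0.0266 to 0.048 in Δdbp7 + Dbp7DQGD against Δdbp7 + Dbp7WT. For G1271 it was, in the same order without the third and sixth, -0.0197 to 0.0153, -0.00282 to 0.0276, -0.0134 to 0.0041, -0.00109 to 0.0298 and -0.0200 to 0.00262. For Δdbp7 + Dbp7WT against WT + EV it was -0.179 to 0.00618 at A807 and -0.0303 to 0.0574 at U2347. For Δdbp7 + Dbp7DQGD against Δdbp7 + EV it was -0.127 to 0.00661 at A807, -0.0227 to 0.0839 at U2347 and -0.0186 to 0.0203 at A2640. Against Δdbp7 + Dbp7WT it was -0.0694 to 0.00386 at C2197 and -0.00333 to 0.0627 at C2948 in Δdbp7 + EV, and -0.0774 to 0.0155 at C2948 in Δdbp7 + Dbp7DQGD.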

Other observations

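In this part the tests of a uniform share, of guide RNAs and of pseudouridines and the counts over other splits of the libraries were chosen only after the results were seen.

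Of 4 guide snoRNAs that direct methylation in both subunits, 3 have a 25S target among the sites called lower without active Dbp7; their targets were compared guide by guide without a test. On the log2 scale of unprotected read ends, 25S A2220, the large-subunit target of snR47, was 1.37 ± 0.35 higher (SD over 6 pairs), against -0.16 ± 0.38 at its 18S target A619. For snR40 the shift was 0.69 ± 0.22 at 25S U898 and 0.18 ± 0.34 at 18S G1271, and for snR51 0.65 ± 0.37 at 25S U2729 and -0.08 ± 0.25 at 18S A100. These 3 targets in the 25S rRNA shifted upward in 6 of 6 pairs, which stands for less methylation, and the 18S targets did so in 1, 4 and 3 of 6 pairs. The 25S target shifted above the 18S target in 6 of 6 pairs for snR47 and snR51 and in 5 of 6 for snR40. For snR52 the shift was -0.05 ± 0.67 at 25S U2921 (upward in 2 of 6 pairs) and -0.22 ± 0.49 at 18S A420 (1 of 6), the former above the latter in 3 of 6 pairs. Among 18S sites, C1007, guided by snR79 (-0.0382), and G1572, guided by snR57 (-0.0762), were lower in 6 of 6 pairs and passed only with the block for each pair. In the other direction, C1639 was higher in 6 of 6 pairs (0.00734) without passing, and A436 (0.0431) passed as higher with the block. Of the 18 sites in the 18S rRNA 9 were lower. All 3 targets of U24 were lower on average, A1449 with -0.0381, C1437 with -0.0252 and G1450 with -0.0202, and the first passed without the block. A1449 and G1450 are adjacent, and each is among the flanking nucleotides of the other's score, so they are not separate evidence. Other guides with several targets in the 25S rRNA were not compared in this way.

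The loss at some 25S sites and not at others could reflect a uniform share of unmethylated 25S rRNA, such as unmodified precursors. Every site would then lose the same fraction of its score, but the 95% intervals of 24 of 37 sites left out the median loss of 0.0177, 13 above it and 11 below it, where 1.85 sites would do so at that coverage, and U2347 lost 0.304 of its score. Lower levels of guide RNAs acting on both targets of a guide alike would lower both. The 25S targets shifted above the 18S targets by 0.73 on the log2 scale averaged over the 4 guides (above 0 in 6 of 6 pairs, exact sign-flip p = 0.0312, the smallest possible). A log2 shift depends on the starting score, 0.832 at A619 and 0.812 at A100 with active Dbp7. The scores changed by -0.0335 and 0.0202 (25S and 18S) for snR47, -0.0985 and -0.00467 for snR40, and -0.0302 and 0.013 for snR51. These 3 25S targets had been called lower in the same libraries, so guide levels stay open. For snR52 by itself the 25S target lay above the 18S target in only 3 of 6 pairs, and guides with targets in the 25S rRNA alone were not tested. Poorer access of snoRNPs to parts of the large-subunit precursor without Dbp7 activity remains a hypothesis that was not tested.

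Of the nucleotides outside the listed sites that passed in the blocked scan, 25S U1056 and 18S U106 are the pseudouridines guided by snR44. The other 42 known pseudouridines had a median log2 shift of 0.01 against -0.01 for 1312 other uridines (permutation p = 0.222).

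Other splits of the libraries were counted for each comparison in fits on the groups compared. For groups without against groups with active Dbp7, 1 of 100 splits, the real one, gave as many as 8 sites and the highest other gave 1. These splits treat the 12 libraries as independent, which paired libraries are not, so no conclusion on chance is drawn from them. Within pairs the real split, 1 of 32, gave 19 sites and the highest other gave 0. As 1 of 32 is the smallest share these splits allow, they do not by themselves exclude chance. In comparisons of 3 libraries against 3 the 10 splits are too few for a share under 0.05. The real and the highest other count were 9 and 1 for Δdbp7 + EV and 0 and 0 for Δdbp7 + Dbp7DQGD against WT + EV, 0 and 1 for Δdbp7 + Dbp7WT against WT + EV, 0 and 0 for Δdbp7 + Dbp7DQGD against Δdbp7 + EV, 2 and 0 for Δdbp7 + EV and 0 and 0 for Δdbp7 + Dbp7DQGD against Δdbp7 + Dbp7WT. For the scan they were 0 and 1 for Δdbp7 + EV and 0 and 0 for Δdbp7 + Dbp7DQGD against WT + EV. In the pooled scan the real split gave 3 nucleotides and 3 of 100 splits gave as many, the highest other 35. That split kept pairs A1, A2 and B1 together, which points to the pair structure of the libraries, so these 100 splits alone do not exclude chance. Among the 32 splits that part every pair, as the real one does, only the real one gave as many as 3 nucleotides without a block. The highest other gave 0. With a block for each pair the real split gave 13 and the highest other 0. A share of 1 of 32 is the smallest these splits allow, and they were chosen after the results were seen, so chance is not excluded.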
